# Translating Preclinical Research for Exercise Oncology: Take It to the VO_2max_

**DOI:** 10.3389/fonc.2020.575657

**Published:** 2020-10-02

**Authors:** Donald M. Lamkin, Theodore Garland

**Keywords:** breast cancer, exercise dose, exercise oncology, physical activity, preclinical research, translational science, tumor hypoxia, VO_2max_

## Abstract

Several observational studies have found that the risk for breast cancer is significantly reduced in persons who engage in greater amounts of physical activity. Additional observational studies of breast cancer survivors indicate that greater physical activity before or after diagnosis associates with reduced disease-specific mortality. However, no large randomized controlled trials have examined the effect of structured exercise training on disease outcomes in breast cancer. Among the many hurdles in designing such trials lies the challenge of determining how a given regimen of exercise from efficacious preclinical studies can be extrapolated to an equivalent “dose” in humans to guide decisions around treatment regimen in early-phase studies. We argue that preclinical researchers in exercise oncology could better facilitate this endeavor by routinely measuring changes in exercise capacity in the subjects of their breast cancer models. VO_2max_, the maximal rate of whole-organism oxygen consumption during a progressive exercise test, is emphasized here because it has become a standard measure of cardiorespiratory fitness, is well-integrated in clinical settings, and scales allometrically among nonhuman animals in preclinical research and breast cancer patients/survivors in the clinic. We also conduct secondary analyses of existing whole-transcriptome datasets to highlight how greater uptake and delivery of oxygen during exercise may reverse the typically hypoxic microenvironment of breast tumors, which often associates with more aggressive disease and worse prognosis.

## Introduction

Over the past 30 years, exercise therapists and other clinical investigators have conducted randomized controlled trials (RCTs) with cancer patients to examine the effect of structured exercise training on a variety of dependent variables. Although breast cancer has received the most attention, other cancer types studied include prostate, lung, colorectal, gastrointestinal, gynecologic, testicular, bladder, lymphoma, leukemia, and brain (1). The first such RCT was conducted in the late 1980s and found that a structured exercise intervention involving thrice-weekly supervised aerobic activity with breast cancer patients significantly reduced treatment- related nausea, reduced body fat, and increased physical fitness (2–4). However, spurred by emerging observational evidence that physically active women had a lower risk of developing breast cancer, clinical investigators soon began conducting RCTs to examine the effect of exercise on biomarkers that associate with breast cancer prognosis (e.g., serum insulin, C-reactive protein, immune cell activity), doing so during and/or after initial adjuvant treatment (i.e., radiotherapy and/or chemotherapy) (5, 6). Although informative, such studies have not led to any firm conclusions about the ability of structured exercise training to modulate disease outcomes in breast cancer patients (i.e., disease-free survival, cancer-specific mortality, overall mortality). More recently, a “window of opportunity” RCT examined the effect of pre-surgery exercise training on specific tumor biology parameters in excised tumors (e.g., cell proliferation, apoptosis) (7). Although informative and quite novel in its collection of pre- and post-exercise whole-genome gene expression (8), again, this study was unable to provide any firm conclusions about the ability of structured exercise training to alter the course of breast cancer disease.

Definitive conclusions about any treatment effect come from the successful completion of large phase III RCTs (9). However, as outlined by those working in exercise oncology, the path that leads to successful design of such trials contains several unique obstacles for those who wish to determine the effects of a non-pharmacological treatment, such as exercise, on cancer outcomes (10, 11). Among those obstacles lies the challenge of determining how a given regimen of exercise from preclinical studies, which may have been found to be efficacious at inhibiting a given type of tumor, can be extrapolated to an equivalent “dose” in humans to guide decisions around treatment regimen in early phase I/II studies. In conventional drug development, investigators may rely on several established approaches (derived from pharmacokinetics) to estimate an efficacious dose for humans from doses found to work in animals (12, 13). These approaches aim to achieve a pharmacodynamic response in humans that is similar to what was measured in prior supportive animal studies by accounting for known interspecies differences in the pharmacokinetics of the drug class (e.g., absorption, distribution, metabolism, excretion) and applying appropriate scaling factors related to differences in body size (12, 13). In contrast, for a behavioral treatment like exercise, such pharmacological approaches do not seem to readily apply.

Interspecies scaling factors utilized in conventional drug development have their origin in a long history of studies that have empirically determined allometric scaling equations for translating several normal physiological parameters between nonhuman animals and humans. Moreover, changes in such physiological parameters likely associate with exercise's mechanism(s) of action on cancer inhibition in both animal models and humans alike (14). Among the several physiological parameters known to associate with exercise is resting heart rate (HR), which varies allometrically with body mass (BM) among land-dwelling mammals as HR = 212 ∙ BM^−0.22^ beats per min (BM in kg) (15). During restful periods, the operation of HR in conjunction with other parameters—including cardiac output and respiratory minute volume—results in approximately the same percentage of oxygen being extracted from ventilated air and delivered to the body regardless of the mammal's size (16). However, the dynamics surrounding oxygen consumption change during exercise, and the overall result can be measured by another physiological parameter—the maximal rate of whole-organism oxygen consumption during a progressive exercise test (VO_2max_).

## Translating Exercise Dose: Focus on the Response

VO_2max_, the maximal rate of whole-organism oxygen consumption (typically over 1 min) during a progressive exercise test, has become the standard measure of cardiorespiratory fitness and a robust indicator of exposure to routine aerobic/endurance activity (17). Investigators have long utilized VO_2max_ to investigate the effect of exercise training on cardiorespiratory fitness and other risk factors for cardiovascular disease (CVD) [e.g., (18)]. Not surprisingly, exercise oncologists have also commonly used this measure (or the related VO_2peak_) to determine the effects of structured exercise interventions in numerous RCTs. A recent meta-analysis of 48 such RCTs (the most prevalent being for breast cancer) found that VO_2peak_ in cancer patients was significantly increased by exercise therapy in comparison to cancer patients in the control group (1), consistent with many other studies of unaffected individuals (19).

Given that it serves as a robust indicator of exposure to routine aerobic/endurance activity (19), pre–post changes in measures of cardiorespiratory fitness like VO_2max_ have been thought of as the “pharmacokinetic equivalent” for an exercise trial or as a manipulation check wherein the exercise regimen is shown to have done its job (8). This is prudent because it is becoming increasingly clear that a given regimen of exercise does not induce the same training effect across all subjects who equally complete the same regimen (be they human or animal model) (20). Individual variations in both baseline and acquired VO_2max_ following exercise exposure have a substantial genetic component (21). However, this issue is not unique to VO_2max_, as several other measures of training effect show heterogeneity [e.g., running capacity, submaximal heart rate, submaximal systolic blood pressure, fasting high-density lipoprotein (HDL) cholesterol levels] (20, 22). Thus, given the supposition that global physiological alteration from greater physical activity contains the likely mediator(s) between exercise and cancer inhibition, perhaps it is less important to attempt extrapolation of the exercise regimen *per se* from preclinical studies and more important to extrapolate the measure of global physiological alteration.

Preclinical research in exercise oncology could better inform clinical investigation if the former began to routinely measure pre- and post-intervention exercise capacity. VO_2max_ is emphasized here because, as noted above, it is a gold standard and has become well-integrated into clinical settings, including oncology. Exercise physiologists and clinicians alike note the power of VO_2max_ to noninvasively and objectively determine the efficacy of aerobic, endurance-exercise training programs in clinical settings (23, 24). If more preclinical research in the exercise oncology realm did the same, then such exercise data could be analyzed in relation to a plethora of mechanistic tumor biology data that can be captured in a well-controlled preclinical experiment. More pertinent to the point at hand, the connections that are discovered with VO_2max_ could be more readily translated for consideration at the clinical level, as VO_2max_ cuts across all orders of the class Mammalia (25).

As with the exercise-related physiological parameters noted above, VO_2max_ scales allometrically across mammals. The most recent large-scale empirical determination utilized phylogenetically informed statistics when analyzing a total of 77 species, including humans, and determined the relationship to be VO_2max_ = 0.303 ∙ BM^0.837^ ml/min (excepting bat, horse, and pronghorn, which have unusually high values) (BM in g) (25). The VO_2max_ of a 35-g adult mouse is predicted to be, on average, about 5.94 ml/min, which falls within the measured range for sedentary laboratory mice of this size [e.g., (26)]. But because of the fractional exponent for BM in this equation (i.e., as the species gets larger, VO_2max_ gets larger, though less than proportionately), the VO_2max_ of an average adult human (62 kg) is predicted to be around 3,109 ml/min, which also falls within the measured range for adult men and women in national reference standards (17).

Differences between animals in pre-intervention exercise capacity (i.e., baseline VO_2max_) or in the relative change at post-intervention (i.e., within-subject % increase in VO_2max_) could be used to test for association with tumor inhibition and/or mechanistic variables in the tumor microenvironment. For example, for one given cancer model with specific tumor biology features, it may be found that a certain *minimum amount* of exercise capacity, measured by VO_2max_ (i.e., a *threshold*), needs to be reached by the subject in order to achieve a monolithic inhibitory effect. Conversely, a different cancer model with a different tumor biology may show that the *relative increase* in VO_2max_ from baseline has tumor-inhibitory effects in a dose-response manner, or, after a certain threshold is achieved, the relative increase exerts greater amounts of tumor inhibition in a dose-response manner. In either case, the amount of VO_2max_ found to serve as a threshold in the efficacious preclinical study may be more translatable (and relevant) than the animal exercise regimen that was used to derive the VO_2max_. Suppose a given tumor model is found to exhibit a threshold VO_2max_ value that is 10% above the predicted average value for the animals in the study, given their BM. Such a finding may then suggest that future clinical investigations consider a phase I/II trial where cancer survivors (with similar residual tumor biology to that of the model) are exposed to a structured exercise regimen in the intervention arm that aims to increase (and maintain) a VO_2max_ that is 10% above the predicted average value for each person based on each person's specific BM.

## VO_2max_: Direct Effects on Tumor Biology?

Exercise-induced changes in cardiorespiratory fitness may not always correlate with other exercise-induced changes that might have more direct bearing for the tumor biology of a given model. Exercise oncologists, focusing on cancer treatment-induced cardiovascular toxicity, have pointed to research that finds slightly different exercise regimens can have essentially the same augmenting effect on peak oxygen consumption but differ in their salutary effects on plasma lipoproteins (27, 28). Similar divergence across different regimens for VO_2max_ and breast cancer risk covariates (e.g., insulin, adipocytokines, inflammatory proteins, etc.) (29) may also exist.

Notwithstanding possible dissociations with VO_2max_, it seems appropriate to note that the primary constituent of VO_2max_, i.e., *greater whole-body oxygen consumption*, may in itself have direct effects on breast tumor biology that become substantial in the course of increasing and maintaining a relatively higher VO_2max_. Tumors tend to be hypoxic microenvironments, and greater tumor hypoxia is associated with poorer response to radiation treatment, poorer response to chemotherapy, greater likelihood of metastasis, and worse survival (30–32). However, in preclinical models of breast cancer, voluntary wheel running has been found to reduce tumor hypoxia (33, 34). Thus, it would appear that, in the course of blood flow alteration and greater tissue oxygenation for working muscles during physical exercise (35), there is a collateral increase in oxygenation of mammary tissue and/or the tumors that inhabit this area.

Preclinical evidence suggests that tumor vessel normalization is a key mechanism by which exercise is able to reduce hypoxia and greatly improve the antitumor effectiveness of chemotherapy in breast cancer (33). Such evidence is consistent with other research that finds tumor vessel normalization with the drug bevacizumab can improve the direct antitumor effect of chemotherapy in both early- and late-stage breast cancer (36, 37). However, the effect of bevacizumab is short-lived as drug resistance develops (38), whereas the effect of exercise may endure (33), at least if the exercise regimen is maintained. We emphasize, though, that there has been no direct comparison of exercise vs. bevacizumab on tumor vessel normalization and the effects of antitumor chemotherapy.

Other research suggests that normalizing the tumor vasculature and increasing tissue oxygenation may improve immunosurveillance and immunotherapy (39, 40). Given the less than ideal response of breast cancer to checkpoint blockade immunotherapy, which antagonizes negative feedback signaling to antitumor immune cells, investigators have speculated that greater benefit may be achieved by combining such checkpoint blockade drugs with other treatments (41). To this end, it is argued that the next generation of preclinical exercise studies in cancer should evaluate the interaction between exercise and novel immunotherapies (42). Breast cancer has long been thought of as a non-immunogenic or “immunologically cold” malignancy (43), which may be due, in part, to the high propensity of myeloid cells in breast tumors to exhibit an immunosuppressive role (44). However, emerging evidence shows that such cells may become less immunosuppressive in tissue environments that are less hypoxic as a result of greater physical activity [reviewed in (14, 45)].

We examined the effect of a structured exercise regimen for breast cancer patients on tumor hypoxia by analyzing whole transcriptome data from the innovative RCT by Ligibel et al. (7) (NCBI GEO accession number GSE129508). Patients randomized to the exercise condition completed two 60–90-min trainer-supervised exercise sessions per week over a median period of about 4 weeks and completed additional aerobic exercise on their own between supervised sessions with a pedometer to track activity amounts. Using a hypoxia gene expression signature that was developed in part from analysis of several breast cancer studies (46) (see Supplementary Data File 1), transcriptome representation analysis (TRA) (47) indicated that pre- to post-intervention change in hypoxia was more reduced in tumors of exercising patients than in the tumors of control patients, though the effect was marginal (*P* = 0.06) (Figure 1A). Given the meta-analytic finding that high tumor grade significantly correlates with tumor hypoxia in breast cancer patients (32), we analyzed patients with low-grade (1/2) and high-grade (3) tumors separately and found that the effect of exercise on hypoxia was significantly stronger for patients with high-grade tumor (*P* = 0.004) (Figure 1B).

**Figure 1:**
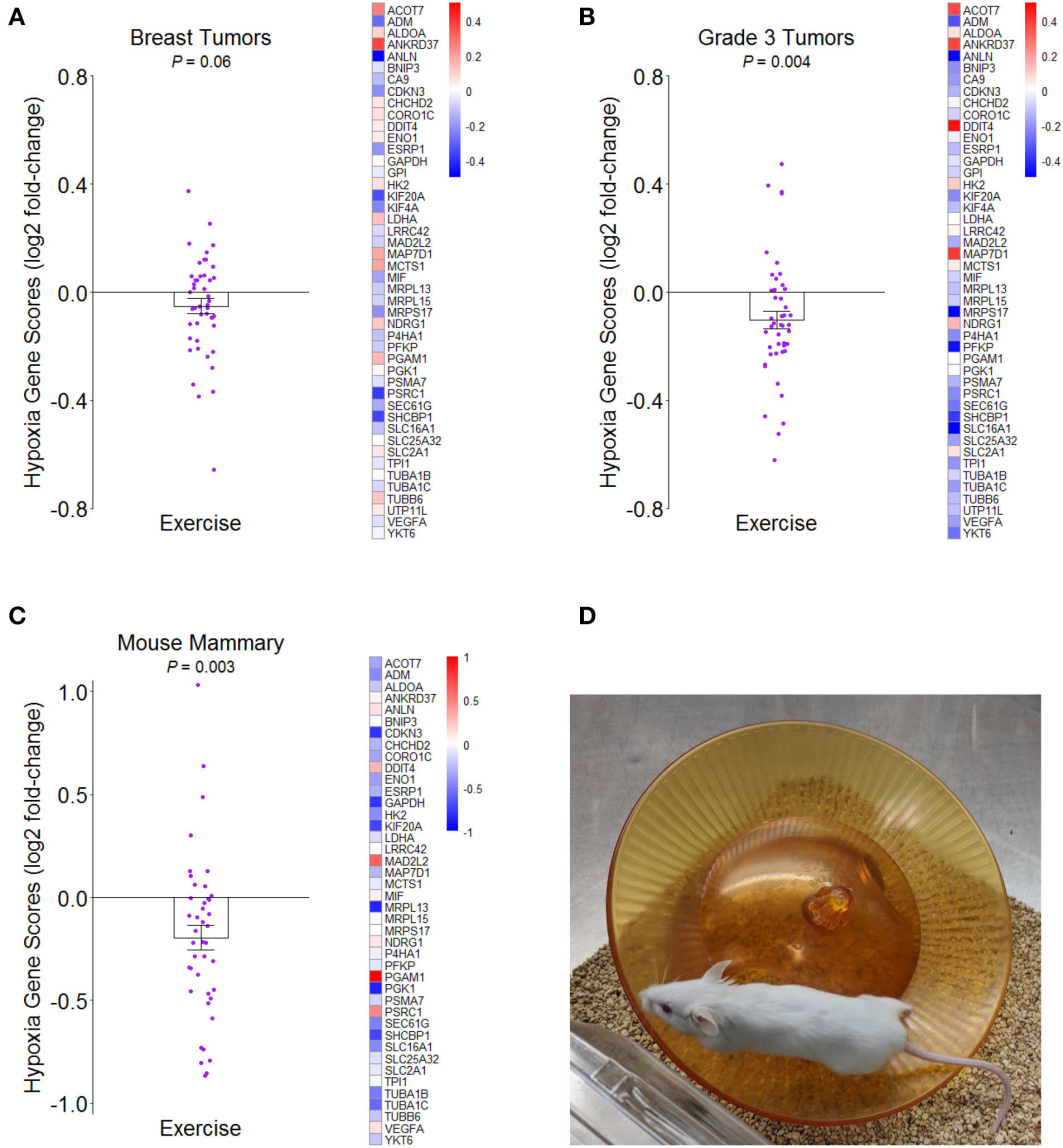
Effects of greater routine physical activity on hypoxia in mammary tissue. **(A)** Mean ± SEM fold-change for hypoxia genes from tumors of breast cancer patients randomized to exercise vs. control conditions in Ligibel et al. (7) on log2 scale. Reference hypoxia gene set from Buffa et al. (46). Distinct data points given for each gene in plot. Heatmap of mean fold-changes for distinct hypoxia genes in exercise group vs. control group on log2 scale. *P*-value indicates significance of difference between groups in mean change scores from transcriptome representation analysis (TRA). **(B)** Mean ± SEM and heatmap as in **(A)** but for breast cancer patients with grade 3 tumors. **(C)** Mean ± SEM fold-change for same reference hypoxia gene set in mammary tissues of mice randomized to exercise vs. control in NCBI GEO accession number GSE150620 on log2 scale. Heatmap of mean fold-changes for distinct hypoxia genes in exercise vs. control group on log2 scale. TRA *P*-value indicates significance of difference between groups in mean expression scores of genes. **(D)** Representative image of activity paradigm for mice in **(C)**.

We then determined whether this same hypoxia gene expression signature would indicate less hypoxia in the mammary tissues of mice after being randomized to voluntary wheel running for 2 weeks prior to mammary cancer cell engraftment (NCBI GEO accession number GSE150620). 

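Gene expression in the mammary tissue that held the engrafted cells was measured in 22 female mice of the inbred C57BL/6J strain. The cancer cells were EO771, a mammary cancer line from the same strain. Mice lived for 2 weeks with a running wheel, or with the wheel's hub alone as sedentary controls, and the tissue was collected 24 hours after engraftment. Each mouse was also injected with liposomes, either holding buffer (PBS) or holding clodronate, a drug that kills the phagocytes that take the liposomes up. There were 6 control and 6 wheel-running mice with PBS liposomes, and 5 control and 5 wheel-running mice with clodronate liposomes, all from a single experiment according to the sample labels. Libraries were made with QuantSeq, which reads the 3′ ends of transcripts, so that each transcript gives about the same number of reads whatever its length. The authors mapped the reads to the mouse genome and deposited a signal for each gene (52526 distinct symbols) in CPM, read counts scaled to the same total in each mouse, with every value below 1 raised to 1. Between 73.4% and 76.1% of the genes sat at that floor in each mouse. Above the floor, 100% of the values were whole multiples of what a single read is worth, which gives the depth of each library. With PBS liposomes, control mice had 13701891 to 17947621 reads (median 16753273) and wheel-running mice 13314092 to 17626737 (median 14933218). With clodronate liposomes, control mice had 13256467 to 20484578 reads (median 16181268) and wheel-running mice 14519134 to 18771385 (median 16457436). That total includes reads that were unmapped, mapped to many places or fell outside genes, and 57.4% to 64.6% of the reads were assigned to genes. A gene at the floor had at most 13 to 20 reads, depending on the mouse, so changes below that level were not detectable.
Of the 51 genes in the hypoxia signature, the supplementary data file lists 42 that were matched by symbol in the mice. The log2 fold changes it gives for these 42 genes differed by at most 4.91e-07 from the difference in mean log2 of the deposited values between the 6 wheel-running and 6 control mice with PBS liposomes, so these 12 mice are the ones in Figure 1C. A hypoxia score was computed for each mouse as the mean over the 42 genes of log2(CPM + 1), a scale that understates the changes of genes near the floor. Scores were compared by exact two-sided permutation of the mice, and single genes by limma on 15142 genes above the floor in at least 5 mice, with the 4 groups fitted together.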

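The hypoxia score was 4.55 ± 0.26 (SD, n = 6) in wheel-running mice and 4.73 ± 0.28 (SD, n = 6) in control mice, a difference of -0.17 on the log2(CPM + 1) scale. The scores of the groups overlapped, from 4.31 to 5.00 with the wheel and from 4.29 to 5.11 without it. The difference was smaller than the spread between mice (exact two-sided permutation test over 924 splits of the 12 mice, p = 0.284). On the log2 scale of the deposited values without a pseudocount, which is that of the supplementary data file, it was -0.20 (exact permutation p = 0.286). With the genes in place of the mice as the units, the mean of the 42 changes was -0.17 (SEM over genes 0.049) and 32 genes were lower in wheel-running mice, with p = 0.00111 from 100000 random sign changes of the genes (two-sided permutation test). Without a pseudocount this permutation test gave p = 0.00294. The genes were measured in the same mice and are not independent replicates. Among the other ways of scaling, transforming and combining the values, the one that moved the difference most toward 0 was rescaling each mouse to the same upper quartile of expressed genes, which left a difference of -0.087 (exact permutation p = 0.561), with 24 of the 42 genes lower. On the deposited scaling, 63.8% of the 15142 genes tested were lower in wheel-running mice, with a median change of -0.084.

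**Figure D1:**
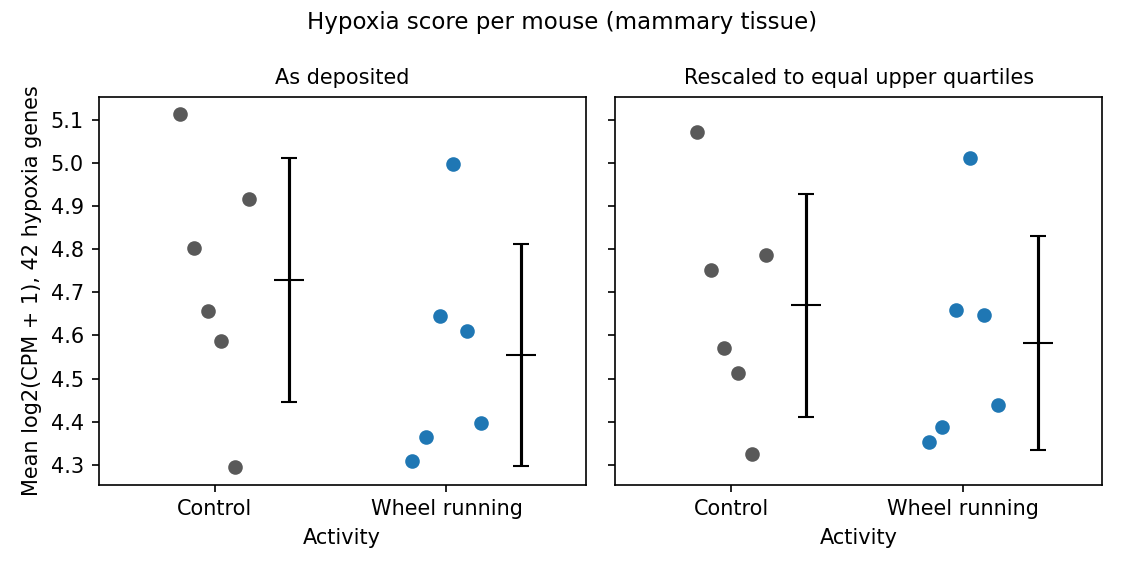
Hypoxia score of each mouse with PBS liposomes, in mean log2(CPM + 1) over 42 genes, for the deposited scaling (left) and after rescaling to equal upper quartiles (right). Each point is a mouse, and the bars show the mean ± SD of 6 mice. The groups overlap in both panels, and the difference between means is -0.17 on the left and -0.087 on the right.

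Coordinates of single genes are those of the GENCODE M21 annotation of GRCm38. On the log2(CPM + 1) scale, which gives less weight to genes near the floor, the largest falls among the 42 genes were in Mrpl13, Gapdh and Tuba1c. Without a pseudocount the order differs, with Pgk1 (-0.86), Mrpl13 (-0.85) and Cdkn3 (-0.80) ahead of Gapdh (-0.79). Mrpl13, a mitochondrial ribosomal protein gene on chromosome 15 (55534094 to 55557748), had 17.9 ± 8.04 CPM in wheel-running and 30.0 ± 5.24 CPM in control mice (SD, n = 6 each). Its log2 change was -0.81 (standard error 0.23), with a limma p of 0.0367 after Benjamini-Hochberg adjustment over the 42 genes and 0.961 over all genes tested. Gapdh, a glycolytic gene on chromosome 6 (125161715 to 125166467), changed by -0.76 (standard error 0.43, limma p adjusted over the 42 genes 0.433). The 3′ end of its transcripts matches 66 other genes, so its reads can be split or lost. Tuba1c, an alpha-tubulin gene on chromosome 15 (99029891 to 99038110), changed by -0.57 (standard error 0.38, limma p adjusted over the 42 genes 0.512), and 74.8% of its 3′ end matches another gene. The largest rises on the log2(CPM + 1) scale were in Pgam1, Mad2l2 and Psrc1. Pgam1, a glycolytic gene on chromosome 19 (41911923 to 41918660), had a mean of 2.97 CPM in wheel-running mice (1.65 to 4.51, n = 6) and 1.53 CPM in control mice (1 to 2.92, n = 6), with 3 control mice at the floor. Its log2 change was 0.67 (standard error 0.19, limma p adjusted over the 42 genes 0.0367). Mad2l2, on chromosome 4 (148130384 to 148145699), changed by 0.58 (standard error 0.26) and Psrc1, on chromosome 3 (108383839 to 108388231), by 0.30 (standard error 0.31), with limma p adjusted over the 42 genes of 0.275 and 0.655. Psrc1 was at the floor in 5 control and 2 wheel-running mice. When each mouse in turn was left out, Mrpl13 kept a limma p under 0.05 over the list in 3 of 12 fits. Pgam1 did so in 4 of 12. Over all genes tested, 0 of the 42 passed an adjusted p of 0.05 in limma, and 0 of the 15142 genes did, while 744 had an unadjusted p under 0.05, of which 623 were lower and 121 higher in wheel-running mice. After upper-quartile scaling 535 had an unadjusted p under 0.05, of which 280 were lower and 255 higher. A limma camera test of the 42 genes against the other genes, which allows for the correlation between genes, gave p = 0.480. The paper compares the mean expression scores of these genes between groups by TRA (Figure 1C) and takes a lower mean as less hypoxia in the tissue.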

Compared to sedentary control mice that also received mammary cancer, wheel-running mice had less hypoxia gene expression (*P* = 0.003) (Figures 1C,D). Together, the results suggest that greater routine physical activity can reduce hypoxia in breast tumors and surrounding mammary tissue in both humans and mice. Although VO_2max_ was not measured in either of these studies, we speculate that it would likely correlate with tissue hypoxia in an inverse manner.

## Conclusions

The evidence of a beneficial link between physical activity and breast cancer has been around for a long time. Thus, it may be somewhat surprising that a large phase III RCT for the effect of structured exercise training on disease outcomes has not been launched. By now, multiple observational studies have found that the risk for breast cancer is significantly reduced in persons who engage in greater amounts of physical activity (48), and several more observational studies of breast cancer survivors indicate that greater physical activity either before or after diagnosis associates with reduced disease-specific mortality (49, 50). Likewise, meta-analysis of preclinical exercise studies in rodent models of breast cancer (i.e., mice and rats) finds an overall inhibitory effect in this cancer type (51), even though not all preclinical exercise studies in rodents have shown efficacy across all tumor types examined thus far [see review by (42)]. Thus, it is important to note that exercise may not be as beneficial for other cancer types. Nevertheless, given the enormity of the epidemiological findings for breast cancer, the World Health Organization's IARC (International Agency for Research on Cancer) has assigned its strongest evidence designation to physical activity as a preventative factor in breast cancer (52).

However, as noted at the beginning of this Perspective article, we face several challenges to determining the effects of a non-pharmacological treatment like exercise on cancer outcomes in the clinical setting. We have focused specifically on one—the challenge of extrapolating the overall exercise dose from efficacious preclinical studies to help inform clinical treatment regimens. Currently, the basic exercise dose that is recommended for cancer survivors largely follows general physical activity guidelines for adults with chronic conditions, which aims for at least 150 min per week of aerobic activity, with two or more days per week of resistance training (53). Although VO_2max_ may be an imperfect indicator of exercise exposure (given the heterogeneity of all physiological training effects noted above, with likely genetic contributions), we contend that its reliability, validity, and translatability make its use a highly worthy endeavor. We also think that greater use of an objective measure of exercise exposure at the preclinical level will facilitate identification of the *essential biology* that is at work in the effect between physical activity and cancer inhibition (for those cancer types that are responsive to exercise). Exercise oncologists presciently understand that this is another challenge facing successful clinical trial development for the effect of structured exercise training on cancer outcomes. Most large definitive trials of “nonregulated” therapies for cancer (i.e., non-pharmaceutical) have failed to show any benefit, which may likely be due to a lack of prior studies (preclinical or otherwise) successfully identifying doses and scheduling that effectively altered the relevant underlying biology (11). Thus, investigators in exercise oncology do not want to go down that same fruitless path.

To conduct a rational, optimal trial design for a given tumor type, clinical investigators will benefit from knowing *what* downstream biological endpoint(s) to aim for with a structured exercise regimen. They will also benefit from knowing *how much* downstream biological endpoint is needed to induce inhibition of the given tumor type and, then, *how much exercise* is needed to bring about an efficacious amount of the downstream biological endpoint. Preclinical researchers can make great contributions to this venture by measuring the effect of exercise on tumor biology in their cancer models. They can make *greater* contributions by also measuring the dose of exercise in their cancer models in a way that is reliable, valid, and translatable.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found at: https://www.ncbi.nlm.nih.gov/ (GSE150620, GSE129508).

## Ethics Statement

The studies involving human participants were reviewed and approved by Institutional Review Board, Dana-Farber/Harvard Cancer Center. The patients/participants provided their written informed consent to participate in this study. The animal study was reviewed and approved by Institutional Animal Use and Care Committee, UCLA.

## Author Contributions

DL wrote the initial draft of the article, in consultation with TG. DL conducted secondary analyses on existing datasets and constructed accompanying figures for the article. TG made critical revisions to the manuscript. Both authors contributed to manuscript revision and read and approved the submitted version. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

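RNA from mammary tissue with engrafted EO771 cells was measured in 22 mice, in 4 groups set by activity (wheel or hub alone) and liposome (PBS or clodronate). Conditions and replicate numbers were taken from the sample labels. The authors mapped the reads to the mouse genome and deposited, for each mouse, a signal per gene in CPM with values below 1 set to 1; the genome build, aligner and counting are not named in the labels or in the paper's text. The deposited signal is described in the labels as relative to mapped reads, while the values show that unmapped and multimapping reads are part of the total. The depth was worked out from the steps between values, with a median of 16293026 reads per mouse. Reads of genes at the floor, up to 13 to 20 per gene, are lost, so tests that need counts were not used. Precision at low values is limited by this floor.

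Symbols were used as the files list them, and 94.5% of the 52526 distinct symbols were found in the GENCODE M21 names. For 106 symbols listed more than once, the row with the highest mean kept the symbol. The 42 signature genes were those matched by symbol in the paper's supplementary data file, and 8 further genes listed under mouse names were added as an alternative. Near-identical copies were looked for by matching the last 400 bases of transcripts at 97% identity or more.

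A score for each gene list was the mean of log2(CPM + 1) per mouse. Wheel-running and control mice were compared by exact two-sided permutation (924 splits with PBS and 252 with clodronate liposomes), and the interaction and the stratified comparison by 100000 permutations of the activity labels within liposome groups. The test with genes as units used 100000 random sign changes. Genes were tested with limma 3.58.1 in R 4.3.3 (eBayes with a variance trend, 4 group means, Benjamini-Hochberg adjustment), and the signature against other genes with limma's camera. The filter on low values was set as a mean of at least 1 CPM before the values were seen. The floor makes that filter remove nothing, so it was replaced, on seeing the floor, by genes above the floor in at least 5 mice, 15142 in all. Scores were computed in Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3. Tested on simulated libraries with 200 of 14258 genes changed by 1.5 on the log2 scale, the limma step recovered 94.0% of them with 13 false calls, and made 0 calls among 14246 genes without changes. The simulated genes were independent with a single spread, and only genes with a mean of at least 5 CPM were changed. This checks the code, but does not give the power or the false calls for correlated genes in real tissue. The exact permutation code gave p under 0.05 in 5 of 100 simulations without a difference.

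The genes named were fixed beforehand as the 3 signature genes with the largest falls and the 3 with the largest rises with PBS liposomes, up to 3 genes each way past an adjusted p of 0.05 in each comparison of activity, and signature genes past an adjusted p of 0.05 over the list. Alternatives were other pseudocounts (0.1 and 5), log2 of the deposited values without a pseudocount, other filters, upper-quartile scaling, other ways of combining genes, the replicate number as a block and leaving out each mouse. The pairing in the block comes from the replicate numbers in the labels, which are shared by different mice. Human tumor data were not analysed here.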

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

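The tests of explanations in this part were chosen after the result was seen, except the counts of splits; the gene counts and the macrophage marker score comparison they refer to were planned. Of 83 groups of mice tested for a mouse far from the others, over 21 measures, 10 had one, where chance gives about 4.15.

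The lymphocyte marker score (12 genes, mean log2(CPM + 1)) was 4.27 in control mouse 2 with PBS liposomes, where the other 5 control mice reached at most 1.26. It was 4.58 in wheel-running mouse 3 with PBS liposomes, where the others reached at most 1.25. Lymph node tissue in the sample is a candidate explanation. On a second list of 5 genes of lymph nodes, both mice also stood above the next mouse of their group, by at least 1.17. In wheel-running mice with clodronate liposomes the lymphocyte score was 5.58, 5.72 and 5.05 in mice 3, 4 and 5 against 1.09 and 1.28 in mice 1 and 2, while no control mouse with clodronate exceeded 1.29. Whether running changes lymphocyte content was not separated from how the tissue was dissected.

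In single mice, 6 other measures were far from their group. The independent hypoxia list score was 4.76 in wheel-running mouse 4 with PBS liposomes (others at most 4.44). The epithelium marker score was 6.35 in wheel-running mouse 1 with clodronate liposomes (others at most 5.71). The 10 most abundant genes took 30.0% of the assigned reads in control mouse 5 with PBS liposomes (others at most 24.7%). In log2(CPM + 1), Psrc1 reached 2.78 in control mouse 4 with PBS liposomes and 1.38 in control mouse 3 with clodronate liposomes, Pgam1 1.12 in control mouse 1 with clodronate liposomes and Gm7536 1.09 in wheel-running mouse 3 with PBS liposomes. For Pgam1, Gm7536 and Psrc1 with PBS liposomes, all the other mice of the group were at the floor, which makes any value above it stand out. No biological explanation was tested for these.

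The median log2(CPM + 1) of all 15142 genes was 3.18 in control mouse 1 with clodronate liposomes, where the others lay between 3.36 and 3.40. Wheel running changed this median by -0.11 with PBS liposomes (exact permutation p = 0.0216) and by 0.059 with clodronate liposomes (exact permutation p = 0.381), and the effects differed by 0.17 (permutation p = 0.0171, or 0.120 after adjustment over 14 interactions tested). The number of genes above the floor (720.7 more in the effect with clodronate, permutation p = 0.00895, adjusted 0.120) and the share of assigned reads in the 10 most abundant genes (-4.35 percentage points, permutation p = 0.0289, adjusted 0.135) differed in the same comparison; none of the 14 passed after adjustment. Without control mouse 1 with clodronate, 75.7% of the difference in the median was left. Rescaling to the reads assigned to genes left 122%, and rescaling to the reads outside the 10 most abundant genes left 72.4%. Total reads gave no interaction (permutation p = 0.430). With the lymphocyte, muscle, adipocyte or proliferation marker score as a covariate, 63.3%, 97.1%, 81.6% and 76.5% were left. Upper-quartile scaling left 36.7% (permutation p = 0.0151), and in limma it took the median interaction over genes from 0.091 to -0.0022. Setting the upper quartiles equal moves the median with them, so the interaction cannot be told apart from scaling, and it also fails the adjustment.

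The paper does not analyse the mice given clodronate. Averaged over activity, limma gave 31 genes with an adjusted p under 0.05 between clodronate and PBS liposomes, all 31 lower with clodronate, and 1 of 100 splits of the mice gave as many (the real one). The macrophage marker score was lower, but not past the threshold (difference -0.31, permutation p = 0.135), so a loss of macrophages was not shown by these markers. Wheel-running mice 3, 4 and 5 with clodronate, whose lymphocyte scores were high, had macrophage scores of 4.41, 4.34 and 4.44. The other mice with clodronate reached at most 4.10. With PBS, control mouse 2 (4.11) and wheel-running mouse 3 (3.95) were not high. The comparison did not allow for the lymphocyte score, so it does not show that macrophages were kept. Total reads did not differ (permutation p = 0.538), but the share of reads assigned to genes was lower with clodronate (-2.06 percentage points, permutation p = 0.00922). After rescaling to the reads assigned to genes, 16 genes passed, all lower with clodronate. The adipocyte marker score was lower with clodronate (difference -0.35, permutation p = 0.0227), and so was the independent hypoxia list score (difference -0.17, permutation p = 0.0186), both without adjustment for the number of scores compared. After upper-quartile scaling 12 genes passed, and with the adipocyte marker score as a covariate 0 passed, with 1224 genes at an unadjusted p under 0.05 against 1579 without it. The 31 genes may therefore follow in part from a different share of fat tissue or from scaling, and the share of assigned reads may account for part of them. The adipocyte score itself differed with the liposome, so the covariate also removes part of any effect of the drug. These explanations were not separated from the drug.

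With clodronate liposomes, 1 gene passed an adjusted p of 0.05 between wheel-running and control mice. Gm7536, annotated as a processed pseudogene on chromosome 3 of GRCm38 (24333068 to 24333511), was at the floor in all 5 control mice and had 2.22 ± 0.205 CPM (SD, n = 5) in the wheel-running mice, a log2 change of 0.69 (standard error 0.10, limma adjusted p = 0.0130). With the replicate number as a block it had an adjusted p of 0.224 and 0 genes passed, where same-numbered mice had a correlation of 0.181. Of the 16 splits that part every same-numbered pair, 2 gave as many genes, and a share below 6.25% is not possible with them; 9 of 84 other splits did, with up to 834 genes. The result cannot be told apart from a chance split.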

How the results depend on the processing

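The alternatives were set before the data were examined, apart from a minimum mean of 5 CPM for list genes, scaling to the reads assigned to genes, leaving out genes with copies by sequence match, and the filter on genes at the floor, which were chosen after seeing the files. A minimum mean of 1 CPM was not run because the floor makes it remove nothing. Count tests (edgeR and DESeq2) were not run because reads at the floor are lost. Fitting only the groups compared does not apply to the interaction or to clodronate against PBS.

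The hypoxia score difference with PBS liposomes kept its direction and stayed short of the threshold under all 12 alternatives (exact permutation p from 0.216 to 0.561), and from -0.26 to -0.097 across the 12 fits that each left out one mouse. The interaction and the comparison over all mice also kept both under 12 alternatives and 22 fits without a mouse. With clodronate liposomes the difference was reversed with scaling to assigned reads (0.0041), which goes with a lower share of assigned reads in those wheel-running mice. It ranged from -0.12 to 0.014 without one mouse.

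The test with genes as units lost its threshold under upper-quartile scaling (sign-flip permutation p = 0.0730), and ranged from 3.0e-05 to 0.0544 without one mouse. The independent hypoxia list with PBS liposomes was reversed by upper-quartile scaling (0.075), by scaling to assigned reads (0.0077) and by a minimum mean of 5 CPM (0.047), and ranged from -0.079 to 0.024 without one mouse; the cause was not tested. The same list with clodronate liposomes, the macrophage marker score and both set tests kept direction and side of the threshold under the alternatives run.

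No gene passed with PBS liposomes under any of 9 alternatives or 12 fits without a mouse (0 genes, with 744 at an unadjusted p under 0.05 in the design as set). After upper-quartile scaling 535 genes had an unadjusted p under 0.05, of which 255 were higher and 280 lower, against 121 higher and 623 lower before. Of the signature genes 2 passed over the list, 1 after upper-quartile scaling, and 0 with a mean of at least 5 CPM, with only the groups compared or with the replicate block, and from 0 to 2 without one mouse. With clodronate liposomes, 1 gene passed, 3 without a filter, and 0 with a mean of at least 5 CPM, with only the groups compared or with the replicate block (1064, 1138 and 1555 genes at an unadjusted p under 0.05), and from 0 to 241 without one mouse. The interaction gave 0 genes (1148 at an unadjusted p under 0.05), and 2 without a filter. For clodronate against PBS the 31 genes became 54 with a mean of at least 5 CPM, 12 after upper-quartile scaling, 20 without a variance trend and 11 with the replicate block, and from 12 to 146 without one mouse. The cause of these changes was not tested, apart from the fat and lymph node tests reported in the other parts.

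With the replicate block, the hypoxia score difference with PBS liposomes had p = 0.344 (exact sign-flip permutation of 6 pairs). Same-numbered mice with PBS liposomes are different animals whose deviations had a mean correlation of -0.075, so the numbers do not pair them. For single genes named in the text, 4 of 35 results under alternatives were weaker and none was reversed, and 25 of 82 were weaker without one mouse. All the weaker results were for Mrpl13, Pgam1 and Gm7536, the named genes that had passed the threshold. The other named genes had not passed, so they could not become weaker. In the fits that left out a mouse, Mrpl13 still passed in 3 of 12, Pgam1 in 4 of 12 and Gm7536 in 2 of 10. The depth, at most 20 reads below the floor, limits what can be said of genes near 1 CPM, such as Pgam1, Psrc1 and Gm7536.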

Differences from the paper's values

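The paper's P for the signature in the mice is 0.003. With genes as units, random sign changes on the log2(CPM + 1) scale gave a permutation p = 0.00111. Among the alternatives set before the data were examined, log2 of the deposited values without a pseudocount gave 0.00294 and a pseudocount of 0.1 gave 0.00252, both within 1.5 times the paper's value, while a pseudocount of 5 (0.00039), upper-quartile scaling (0.0730), the mouse-named genes (7.0e-05) and each fit without one mouse did not come within it.

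With mice as units, the exact permutation test gave p = 0.284 against the paper's 0.003, and none of the alternatives set before the data were examined closed the gap (0.216 to 0.561, and 0.106 to 0.526 without one mouse). The paper's text does not say which units its test used. Its Figure 1 legend gives a mean and SEM for the hypoxia genes, with a point per gene. With genes as units and no pseudocount, the sign-flip permutation p was 0.00294. These points favor genes as the units of the paper's test, without settling it.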

Other observations

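Of the tests in this part, those on genes near the floor, on copies, on the most abundant genes, on scaling to assigned reads and on signature genes across splits were chosen after the result was seen, and so were those on lymph node tissue; the others were set before the data were examined.

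With clodronate liposomes the hypoxia score was 4.44 ± 0.11 (SD, n = 5) in wheel-running and 4.50 ± 0.24 (SD, n = 5) in control mice, a difference of -0.058 (exact permutation p = 0.611, or p = 0.438 by sign-flip permutation of same-numbered pairs, whose deviations had a mean correlation of 0.181). The effects with the 2 liposomes did not differ by more than chance (0.12, permutation p = 0.561). The share of reads assigned to genes was also lower in wheel-running mice with clodronate (-3.01 percentage points, exact permutation p = 0.00794), and scaling to assigned reads reversed the score difference (0.0041). Over all 22 mice, stratified by liposome, the difference was -0.12 (permutation p = 0.229). A lower score in both liposome groups is what an effect of running on both would give, but neither difference was larger than the spread between mice. The set test with clodronate, which allows for the correlation between genes, had p = 0.572 (limma camera; 0.610 with the replicate block), and 5 of 16 splits gave one as small.

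The lower hypoxia score in wheel-running mice with PBS liposomes was weighed against technical explanations. Without genes listed beforehand as having near-identical copies 81.4% of the difference was left, and without those found by sequence 78.8%. Leaving out genes under a mean of 5 CPM left 101%. Upper-quartile scaling left 49.8%, just under the 50% set as the limit, so scaling may account for much of it. Genes above the floor did not differ past the threshold (exact permutation p = 0.0693). The 10 most abundant genes took 2.91 percentage points more of the assigned reads in wheel-running mice (exact permutation p = 0.0303), and rescaling to the reads outside them left 86.7% of the difference. Among 10000 random lists matched on expression, the signature's mean change lay at percentile 3.16, inside the central 95%, and the random lists fell by a mean of -0.095. After upper-quartile scaling the random lists fell by a mean of only -0.0097. The signature, at -0.087, then lay at percentile 3.37, again inside the central 95%. Rescaling each mouse by a single factor shifts most log2 changes by a similar amount, in the signature and the matched lists alike. The signature's place among the lists could therefore hardly move, so that place does not test the general shift. Under neither scaling is the fall of the signature separable from that of other genes of similar expression. Scaling and a general shift of genes remain as explanations for part of the difference. The part left after upper-quartile scaling (-0.087, exact permutation p = 0.561) was within the spread between mice and between matched lists. The difference is therefore not called biological.

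As to tissue content, marker scores were used as covariates. The difference left was 73.2% for epithelium, 102% for lymphocytes, 152% for muscle and 104% for adipocytes. None of these scores differed past the threshold (exact permutation p = 0.589, 0.526, 0.121 and 0.929). With 6 mice per group this does not show equal content. The muscle score was 3.01 in wheel-running and 4.86 in control mice (difference -1.85), and allowing for it made the hypoxia score difference larger. With the proliferation score as a covariate 9.81% was left, although that score itself did not differ past the threshold (-0.75, exact permutation p = 0.292). The proliferation score thus went together with the signature across mice, without being shown to differ with running. Both scores were lowest in control mouse 5 (1.43 and 4.29) and high in wheel-running mouse 4 (4.67 and 5.00). The signature itself holds 5 cell-cycle genes, so this covariate may remove part of the signature. Dividing cells of the mouse and engrafted cells were not told apart. An independent list of hypoxia-inducible genes outside the signature (29 of 30 found) changed by -0.017 (exact permutation p = 0.861), so a fall of hypoxia-inducible genes in general was not seen with PBS liposomes. With clodronate liposomes the same list changed by -0.12 (exact permutation p = 0.254), lower in all 7 alternatives and in all 10 fits without one mouse, but in none of them past the threshold.

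Splits of the 12 mice with PBS liposomes that part every same-numbered pair number 32. The real split gave 0 genes (744 at an unadjusted p under 0.05), which all 32 must reach, so that count tests nothing; the highest count among them was 37. Of the 32, 22 gave a set test p as small, and 5 gave as many as 2 signature genes past the threshold. Among 68 splits that keep some pair together, the largest count was 2 genes, 35 gave a set test p as small and 3 gave as many signature genes. For the interaction, with 0 genes as well (1148 at an unadjusted p under 0.05), the 100 of 100 splits that gave as many were likewise fixed in advance.

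Without wheel-running mouse 1 or 2 with clodronate liposomes, 180 or 241 genes passed between wheel-running and control mice. These are the mice of their group with a low lymphocyte marker score. With that score as a covariate, 0 genes passed in either fit (740 and 947 at an unadjusted p under 0.05), and the genes higher at an unadjusted p under 0.05 went from 1373 to 457 and from 1456 to 581. The differences in these fits may reflect lymph node tissue in the sample; the score follows the activity groups closely there, so the covariate also removes part of any effect of running.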
